A study of Mus musculus with 20 samples. Its data were reported in "Engineering mouse cell fate controller by rational design" (2024).

How the data were processed

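Chromatin accessibility was measured by ATAC-seq, in which Tn5 transposase cuts and tags accessible DNA, in mouse embryonic fibroblasts (MEFs), in embryonic stem cells (ESCs) and in MEFs transduced with retroviruses that carried Oct4 together with either native Nanog or NanogN70. NanogN70 is called NanogBiD in the study and consists of NANOG with the N-terminal, BRG1-binding part of SS18, a subunit of the BAF chromatin remodeling complex, fused to its N-terminus. The MEFs carried an Oct4-GFP reporter. Groups were taken from the sample titles. The titles of the 3 ESC samples name ESCs while their source field names MEFs, and they were grouped by title. There were 20 libraries, with 1 MEF library, 3 ESC libraries and 1 library for each of 8 days in each of the 2 reprogramming paths.

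The authors trimmed the reads with Trim Galore, aligned them with Bowtie 2 to the mm10 genome, removed repetitive, low-quality and mitochondrial reads with SAMtools, and called peaks with MACS in each library separately, without a shift model and keeping duplicates. No input control is named for the ATAC-seq peaks. For each library the authors deposited a list of peaks with a score and a list of summits. The score of a peak is -10 times the base-10 logarithm of the p-value by MACS, and the lowest score in all files was 50. The signal the authors deposited for each summit is its coverage in tags (the pileup), a whole number that is not scaled to depth. The numbers of reads per library are not given in the sources used here, so depth is unknown. As a guide to it, chosen after the data were examined, the median pileup was taken over the 14217 regions with a peak in all 20 libraries; it rises with depth but also with the share of reads in peaks. Deeper libraries pass the threshold at more sites, and a region without a peak may be open below the detection limit of that library. Duplicates were kept at the peak calling step, so any that had not been removed before add to the pileup. Scores and pileups were used to describe, rank or filter peaks within a list and never as a measure of change, except where pileups at single loci are given beside the median pileup of the same library or of this fixed set of regions.

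The peak coordinates are on mm10. The sequence used here was GRCm38, of which mm10 is the UCSC name, with the GENCODE M21 annotation. On all 21 chromosomes compared, the last peak lay inside the reference length. There were 14 other sequence names in the peak lists with no match by name, and these were not used for motifs or annotation.

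Peaks of the 20 libraries that overlapped by at least 1 bp were merged into regions, and a region was called open in a library that had a peak in it. ESC-only regions were open in at least 2 of the 3 ESC libraries and closed in MEFs. MEF-only regions were open in MEFs and in no ESC library. Regions open in MEFs and in all 3 ESC libraries served as a measure of how readily each library yields peaks. Following the study, regions closed in MEFs and open in ESCs were classed as CO1 to CO8 when they opened on day 0, 1, 3, 5, 7, 8, 10 or 12 and stayed open, and as CO9 when they opened only in ESCs. Regions open in MEFs and closed in all ESC libraries were classed as OC1 to OC8 by the day from which they stayed closed, and as OC9 when they closed only in ESCs. The exact class rules of the study may differ from these. A CO region of the NanogN70 path was said to fail to open in the Nanog path if the Nanog day 12 library had no peak there, and an OC region to fail to close if it had one.

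The paths were compared by day with a two-sided exact permutation test in which the sign of each daily difference was flipped in all 256 ways, which cannot give a p below 0.00781. For the slope with day and for the numbers of CO1 to CO8 and OC2 to OC9 regions, the 2 libraries of each day were exchanged in all 256 ways and the measure was recomputed. The 8 days are successive samples of 1 time course per path and not biological replicates, so these tests ask whether the paths differ across days in these libraries and not whether an independent transduction would repeat the difference. The 6 tests of this kind were adjusted together by the Benjamini-Hochberg method, without the one at shared regions, which served as background, and the 4 correlations with day were adjusted among themselves. A single day has no test. Shares of regions have 95% exact (Clopper-Pearson) intervals that cover counting error only. To show the spread between replicate libraries, each ESC library was scored on regions defined by MEFs and the other 2 ESC libraries.

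Motifs were searched on both strands as 11 consensus sequences within 25 bp of the summit of the top-scoring peak of each region. Each share was placed among 1000 random lists of regions matched on GC content in steps of 5%. Regions are not replicates, so no p-value is given. The genes and regions named were set by rule before the data were examined. They were the exons of Nanog, Pou5f1 and Ss18, whose sequence the vectors carry; the loci Sall4, Esrrb, the Mir302 cluster, Dppa5a, Sox15, Foxb1, Olig3, Klf4, Sox2, Dab2 and Thbd, with a peak within 2 kb of a transcription start site; and, for each path, the 4 regions of CO1 to CO8 that were open in no library of the other path and open on the most days of their own, with ties broken by the mean score in ESCs. The chromosome 2 peak was named outside this rule, after its values had been seen. Marker genes of T lymphocytes, leukocytes in general, B lymphocytes, natural killer cells, myeloid cells, erythroid cells, hepatocytes, neurons and epidermal cells were listed after the data were examined, after lymphocyte genes had been noticed near strong peaks of one library, for the test of a foreign cell type given in the closing section. Results of single marker genes are not reported here.

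The class step was tested on simulated data with 40000 regions, of which 2000 were planted in CO1 to CO8 and 2000 in OC2 to OC9. With every open region detected, all were recovered in their class. With each library detecting open regions at the rate it shows at regions shared by MEFs and ESCs, 35.5% of the planted CO1 to CO8 regions of the Nanog path and 36.8% of those of the NanogN70 path were placed in their class. Of OC2 to OC9 regions, 753 were called in the Nanog path and 895 in the NanogN70 path from the same number planted, and of CO1 to CO8 regions 907 and 962. Missed peaks therefore both remove regions from classes and move them into other classes, and class sizes depend on detection. The rates come from regions open in MEFs and all ESC libraries, so these libraries miss nothing in the simulation. Misses in MEFs and ESCs, and lower detection at weaker regions, were not simulated. Alternatives tried were a minimum score of 100, the same number of top-scoring peaks (44126) in every library, summits in place of overlaps, 500 bp bins, other calls of ESC-open regions, each ESC replicate or day left out, autosomes alone, subtraction of the difference at shared regions, classes that allow 1 later day in the other state, other definitions of failing, and other motif windows and backgrounds. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.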

Results

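To follow chromatin accessibility during reprogramming, ATAC-seq peaks were collected from MEFs (1 library), ESCs (3 libraries) and MEFs transduced with Nanog+Oct4 or NanogN70+Oct4 on 8 days from day 0 to day 12 (1 library per day and factor pair). Sequencing depth is unknown, and peak numbers and pileups are the only guides to it. The MEF library had 125467 peaks and the ESC libraries had 108671, 116006 and 97450. The Nanog libraries had 48843 to 91745 peaks and the NanogN70 libraries 44126 to 107038. On average the NanogN70 libraries had 4830 more peaks than the Nanog libraries of the same day (73342 against 68512), with more in 4 of 8 days, and the exact permutation test did not separate the paths (p = 0.508, adjusted p = 0.633). This difference rested on day 0 more than on any other day, since without day 0 it was 168. At the 14217 regions with a peak in all 20 libraries, the median pileup was 16 on day 0 and 24 on day 12 with Nanog, and 24 and 41 with NanogN70, with the highest value of all libraries (60) in NanogN70 on day 3. Apart from ESCs, each condition is a single library and has no replicate.

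Peaks merged into 335858 regions. The 3 pairs of ESC libraries shared 0.629 to 0.650 of their open regions (Jaccard index, the shared regions over all regions open in either library), so none of them was a copy of another. Libraries of the same day in both paths had a Jaccard index between 0.358 on day 3 and 0.554 on day 12. The Nanog day 12 library was closest to the NanogN70 day 10 library (0.574), followed by NanogN70 day 12 (0.554) and Nanog day 10 (0.522). The NanogN70 day 3 library stood apart. Of its 76678 open regions, 17866 (23.3%) were open in no other library, compared with 1.45% to 14.3% in the other 15 time course libraries and 29.0% in MEFs. Regions of this kind had a median pileup of 12 in the NanogN70 day 3 library and of 5 to 7 in the other 19 libraries.

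**Figure D1:**
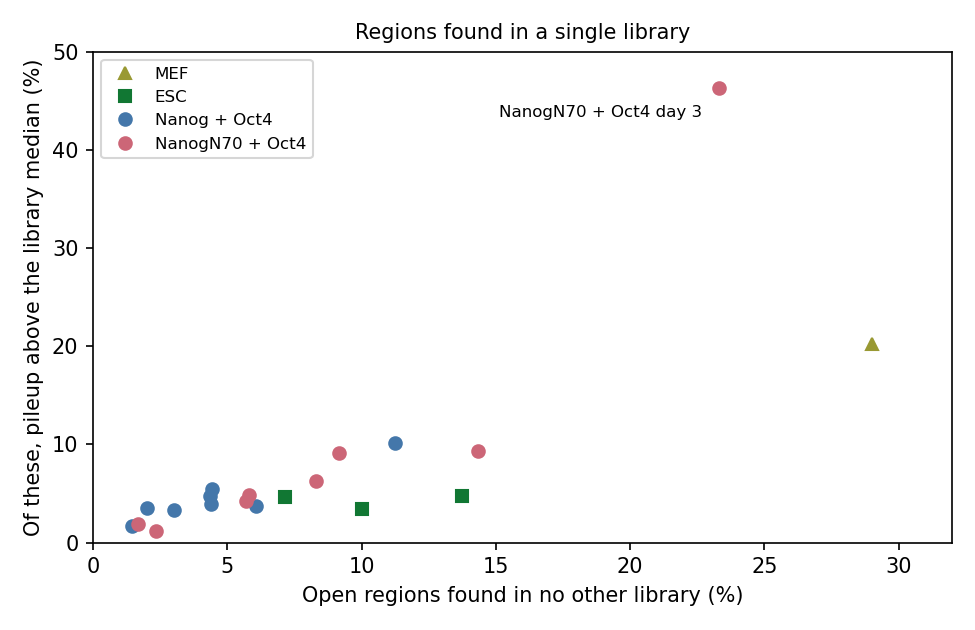
Each point is 1 library. The x axis gives the percent of its open regions found in no other library and the y axis the percent of those whose summit pileup was above the library's median; NanogN70+Oct4 day 3 lies at 23.3% and 46.3%, while the other 19 libraries reach at most 20.2% on the y axis.

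The vectors carry coding sequence, which gives a check of the labels. Nanog exon 2 (mm10 chromosome 6, 122711538 to 122711803, coding) had a peak in all 8 Nanog libraries, with pileups of 559, 299, 84, 21, 24, 21, 7 and 9 from day 0 to day 12. In the NanogN70 libraries the pileups there were 428, 236, 32, 16, 18, 18 and 7 from day 0 to day 10, and day 12 had no peak. The MEF and ESC libraries had no peak in exons 2 to 4, and the ESC libraries had a peak that reached into exon 1. Median pileups of whole libraries stayed between 7 and 12. At exon 1 of Ss18 (chromosome 18, 14682667 to 14682914), next to its promoter, summit pileups were 114 and 82 in NanogN70 on days 0 and 1, against 16 in Nanog on day 0 and no summit in the exon on day 1. This exon also had a pileup of 28 in MEFs, of 54 in Nanog and 52 in NanogN70 on day 7, and of 47 and 55 on day 12, so it did not separate the paths on these later days. Exon 2 of Ss18 had no peak in any library. A peak at chromosome 2, 87393494 to 87393679, in an exon of the pseudogene Gm1826, occurred in NanogN70 alone, with pileups of 208, 122, 13, 8 and 9 on days 0, 1, 3, 5 and 7. It was noticed after the data were examined. Exon 1 of Pou5f1 (chromosome 17, 35506018 to 35506483) had pileups of 730 in Nanog and 576 in NanogN70 on day 0. The cells also carry an Oct4 reporter, but MEFs, which carry it too, had no peak in exon 1, 4 or 5. On days 1, 3 and 5 the exon 1 pileups were 435, 119 and 24 in Nanog and 365, 52 and 22 in NanogN70. Day 12 had no peak there in either path. These values argue against reporter DNA alone as the source of the high early signal in exon 1. In exon 3 MEFs had a pileup of 48, so the origin of signal in that exon is uncertain.

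**Figure D2:**
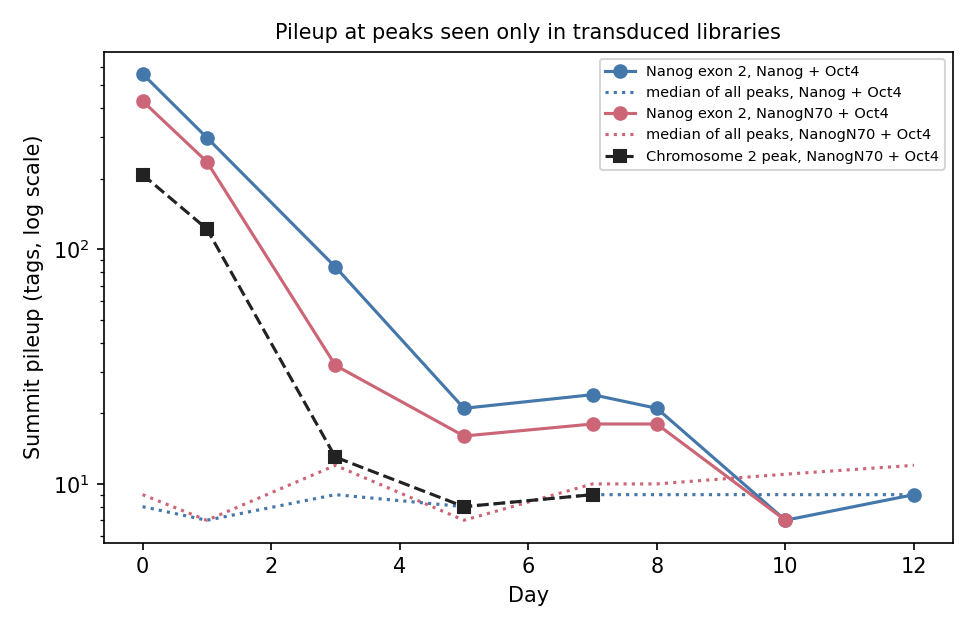
Summit pileup in tags (log scale) by day at Nanog exon 2 in both paths and at the chromosome 2 peak in NanogN70+Oct4, with the median of all peaks of each library as dotted lines. The exon 2 pileup fell from 559 and 428 on day 0 to 7 on day 10 in both paths, while the medians stayed between 7 and 12; missing points are libraries without a peak.

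The comparison of both paths asks whether fusion of the BAF-binding part of SS18 to NANOG changes the opening of chromatin that is closed in MEFs and open in ESCs. There were 55446 ESC-only regions. With Nanog, 1.57% of them were open on day 0, 9.08% on day 7 and 5.87% on day 12. With NanogN70 the shares were 4.42%, 15.4% and 14.2%. The mean over days was 9.55% with NanogN70 and 5.10% with Nanog, a difference of 4.45 percentage points that had the same sign in 8 of 8 days (exact permutation test, p = 0.00781, the smallest possible; adjusted p = 0.0469). ESC libraries scored on regions defined without them were at 85.6% ± 6.68 (SD, n = 3), so all time course libraries were far from ESCs. This SD is not an error of the difference between the paths. At regions shared by MEFs and ESCs, NanogN70 libraries were also higher, by 2.59 points (76.9% against 74.3%, higher in 6 of 8 days, exact permutation test, p = 0.211). After this difference was subtracted day by day, 1.85 points remained at ESC-only regions and the difference no longer passed the test (exact permutation test, p = 0.305), and no other alternative moved the result as much. The share rose with day by 0.65 points per day with NanogN70 and by 0.35 with Nanog, and the test did not separate these slopes (difference 0.30, exact permutation test, p = 0.633, adjusted p = 0.633).

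Of the 74608 MEF-only regions, 33128 were open in no library but MEFs, so they count as closed on every day. Of all MEF-only regions, 31.2% were open on day 0, 19.5% on day 8 and 6.52% on day 12 with Nanog. With NanogN70 they were 36.5%, 7.15% and 4.17%. The mean was 12.2% with NanogN70 and 16.4% with Nanog, and the difference of -4.24 points, with lower shares in NanogN70 on all days except day 0, did not pass the threshold (exact permutation test, p = 0.0625, adjusted p = 0.125). It did so without day 0 (-5.61 points, exact permutation test, p = 0.0156). Day 0 was the only day with a higher share in NanogN70, so this p follows from the signs of the other days. The MEF-only share fell with day in NanogN70 (Pearson r = -0.814, exact permutation p = 0.00104, adjusted 0.00417; Spearman rho = -0.976, exact permutation p = 0.000397, adjusted 0.00159; n = 8). Without days 0 and 12, r was -0.955. With Nanog, r was -0.767 (exact permutation p = 0.0186, adjusted 0.0372) and rho was -0.667 (exact permutation p = 0.0831, adjusted 0.153), and r fell to -0.386 without days 0 and 12, so the relation rests on those days. For ESC-only regions r was 0.666 in NanogN70 (exact permutation p = 0.0748, adjusted 0.0997; rho = 0.500, p = 0.216, adjusted 0.216) and 0.560 in Nanog (exact permutation p = 0.148, adjusted 0.148; rho = 0.619, p = 0.115, adjusted 0.153). Without days 0 and 12 these were 0.386 and 0.449. Days of a time course are not independent samples, so these p-values describe order in time only. The protocol of the study also changes the medium during the time course, to the one in which its ESCs were kept. Day and medium are therefore not separated.

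**Figure D3:**
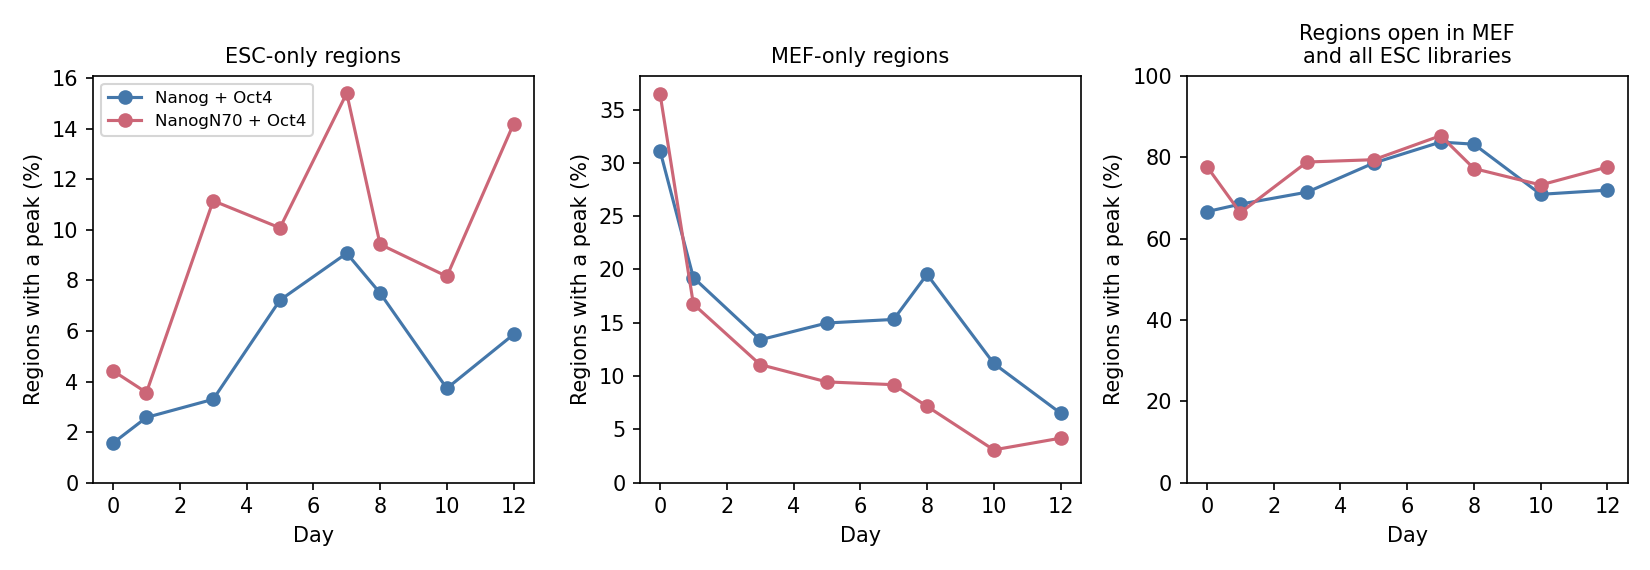
Percent of regions with a peak (y axis) by day (x axis) for ESC-only regions, MEF-only regions and regions open in MEFs and all ESC libraries; each point is 1 library, without error bars because there is no replicate. NanogN70+Oct4 is higher than Nanog+Oct4 at ESC-only regions on each of the 8 days, and lower at MEF-only regions on all days except day 0.

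Regions were next classed by the day on which they changed and stayed changed. CO1 to CO8 held 4705 regions with NanogN70 and 1972 with Nanog, 2.39 times as many. Exchanging the libraries of each day often gave differences this large (difference 2733, exact permutation test, p = 0.594, adjusted p = 0.633), so the paths could not be separated by it. The total depends on the last libraries. In the 128 exchanges that kept the day 12 libraries in place, the difference stayed between 1538 and 4447, and without day 12 it was 1606. CO8, which opened on day 12, made up 2257 of the NanogN70 regions and 1092 of the Nanog regions. CO9 held 38342 regions with NanogN70 and 45861 with Nanog.

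OC1, closed from day 0 on, held 41426 regions with NanogN70 and 40727 with Nanog. In MEFs 33128 regions were open in no other library, and by the class rule all of them fall into OC1 of both paths. Their median pileup was 7, against 10 for all MEF peaks, so OC1 holds many weak peaks of a single library. OC2 to OC9 held 21679 regions with NanogN70 and 15747 with Nanog (difference 5932, exact permutation test, p = 0.0547, adjusted p = 0.125). Without day 0 the difference was 362, so most of it rested on that day. In the simulation with equal numbers planted in both paths, 895 regions were called with the detection of the NanogN70 libraries and 753 with that of the Nanog libraries, so a part of the difference can come from detection. It was also reversed (-677, exact permutation test, p = 0.875) when the same number of top-scoring peaks was kept in each library.

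**Figure D4:**
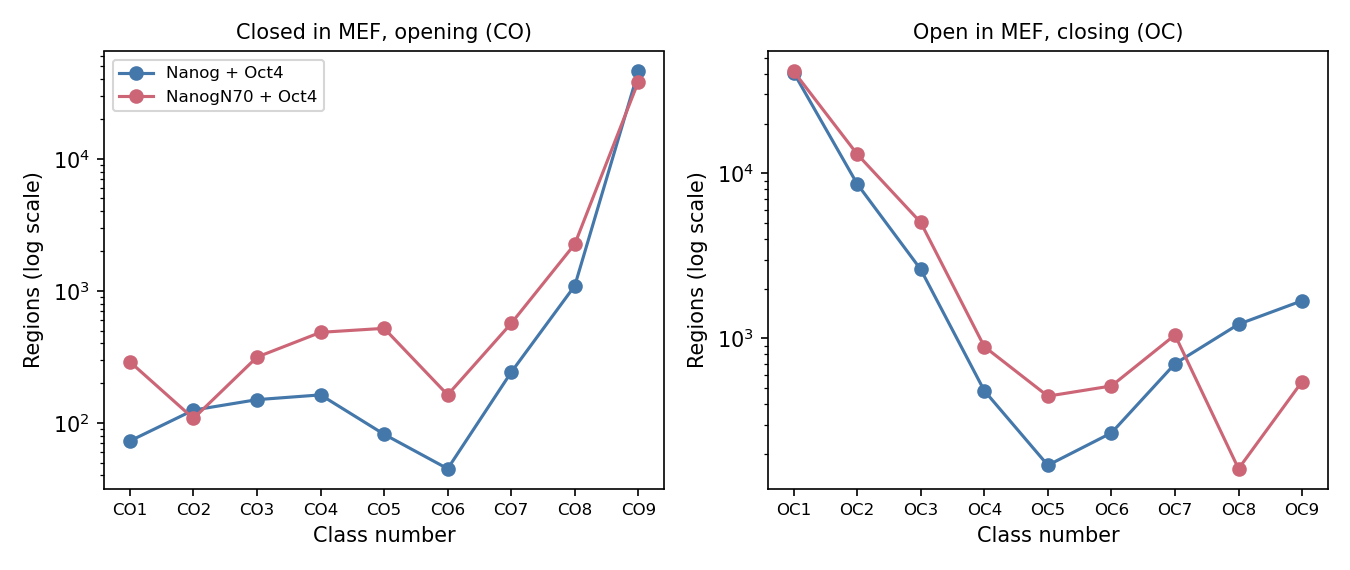
Number of regions (log scale) in each class for both paths, at left for regions that opened on days 0 to 12 (CO1 to CO8) or only in ESCs (CO9), at right for regions that closed on those days (OC1 to OC8) or only in ESCs (OC9). NanogN70+Oct4 has more regions in every CO class from CO1 to CO8 except CO2 (108 against 125).

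To ask which early changes did not take place with native Nanog, CO regions of the NanogN70 path were looked up in the Nanog day 12 library. Of 1718 regions in CO1 to CO5, 33.9% had no peak there (95% exact interval 31.6% to 36.2%). The Nanog day 12 library had a peak in 71.9% of the regions shared by MEFs and ESCs and the NanogN70 day 12 library in 77.6%, with median pileups of 24 and 41 at the fixed set of regions, so a part of the regions without a peak may be open and undetected. By class the share was 30.3%, 28.7%, 35.9%, 36.7% and 33.1% from CO1 to CO5, and it was 63.7% in CO7 and 93.4% in CO8. In the other direction, 13.7% of the 593 CO1 to CO5 regions of the Nanog path had no peak in NanogN70 on day 12 (11% to 16.7%). With any of the 8 Nanog libraries in place of day 12, 14.3% of the NanogN70 regions had no peak. Of 19410 regions in OC2 to OC5 of the NanogN70 path, 4.41% had a peak in the Nanog day 12 library (4.13% to 4.71%), from 2.95% in OC2 to 16.4% in OC5. In the other direction this was 0.345% of 11875 regions (0.248% to 0.468%). Intervals cover counting error, and these shares come from single libraries. Without day 12, with day 10 as the last day, the shares were 58.8% for CO and 11.9% for OC, and without day 0 the share for OC was 6.97%.

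**Figure D5:**
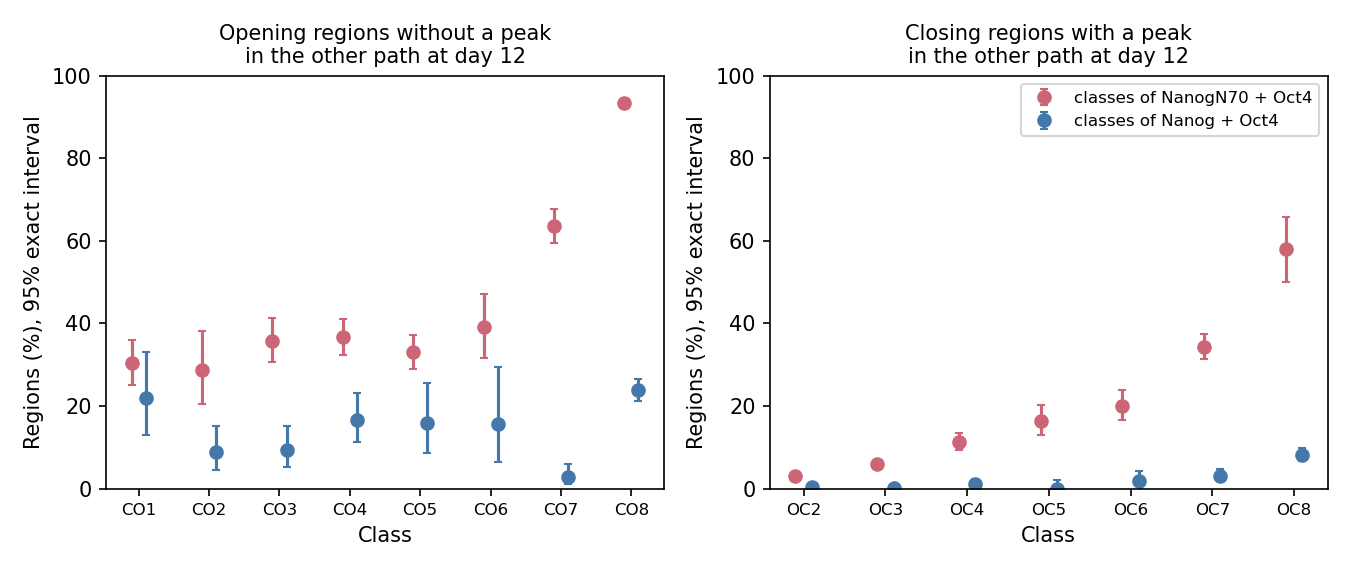
Percent of the regions in each class of one path that had no peak (CO, left) or had a peak (OC, right) in the day 12 library of the other path, with 95% exact intervals. Classes of NanogN70+Oct4 looked up in Nanog+Oct4 lie above the reverse comparison in every class, with 33.9% against 13.7% over CO1 to CO5.

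Motif searches asked which factors have sites in the regions that changed. In CO1 to CO8 regions of the NanogN70 path that failed to open with Nanog, 11.8% of 3113 regions had a SOX consensus near the summit (95% exact interval 10.6% to 12.9%), above all of 1000 random lists of equal GC content (mean 6.19%, highest 7.61%). The CO1 to CO8 regions that were open in Nanog on day 12 had more, 15.9% of 1589 regions. The lists differ in their classes, since CO8 made up 2107 of the 3114 regions that failed to open. An OCT consensus was in 2.73% and 3.46% of these lists, also above all random lists. SOX and OCT sites were also above all random lists in CO1 to CO8 regions of the Nanog path (14.9% and 3.75%) and in CO9 regions of the NanogN70 path (8.84% and 1.94%), so they were not particular to the regions that failed to open. KLF sites were in 3.24% of the regions that failed to open and above all random lists, and in 1.20% of those open in Nanog, where 7 of 1000 random lists were lower. CO9 regions had KLF sites in 3.33%, above all random lists. RFX sites were in 1.83% of the regions that failed to open, which was higher than 856 of 1000 random lists, in 2.89% of those open in Nanog and in 2.99% of CO1 to CO8 regions of the Nanog path, both above all of them. In OC2 to OC9 regions of the NanogN70 path, 17.1% of 21678 regions had an AP-1 consensus (random mean 5.46%) and 5.93% a TEAD consensus (random mean 2.91%). The OC2 to OC9 regions of the Nanog path had 17.7% and 6.33%.

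At the named loci, the Mir302 cluster (chromosome 3, 127545228 to 127545807) had no peak in MEFs, a peak in all 3 ESC libraries and in the 7 NanogN70 libraries from day 1 on, and a peak in Nanog on day 7 alone. Foxb1 (chromosome 9, 69757710 to 69760940) had a peak in NanogN70 on days 7, 8, 10 and 12 and in Nanog on day 12. Olig3 (chromosome 10, 19356533 to 19358604) had one in NanogN70 on days 10 and 12 and in no Nanog library. Dppa5a (chromosome 9, 78367052 to 78368177) had one in NanogN70 on day 12 alone, with a score of 56.3, and none at a minimum score of 100. Sall4 (chromosome 2, 168748332 to 168767943) had a peak on 7 days with NanogN70 and on 6 with Nanog. The count of days does not measure the strength of a peak. On days 1 and 7 the median pileup at the fixed set of regions was equal in both paths (16 and 38). On day 7 the Sall4 pileup was 38 with NanogN70 and 14 with Nanog. On day 1 only Nanog had a Sall4 peak, with a pileup of 5. Esrrb, Sox15, Klf4 and Sox2 had a peak in MEFs and on all 8 days of both paths, so the presence of a peak near these start sites did not separate the paths. At a minimum score of 100, Esrrb had a peak on 6 days with NanogN70 and 4 with Nanog, Sox15 on 7 and 5, and Sall4 on 5 and 4, while Klf4 and Sox2 had equal numbers. The fibroblast gene Dab2 kept a peak in all 20 libraries, and Thbd lacked one only in Nanog on day 12. A kept peak is not an unchanged one. The Dab2 pileup was 99 in MEFs, where the median at the fixed set was 39. It was 28 with NanogN70 and 48 with Nanog on day 7, and 24 and 26 on day 1. In total the 11 loci had a peak in 124 of the pairs of locus and time course library, and in 154 within the gene body and 10 kb around it. In this wider window the Mir302 cluster, Dppa5a and Sall4 had a peak in MEFs and on all 8 days of both paths. The count of days was at its ceiling for these loci, so it could not show whether the paths differ beyond 2 kb of the start sites. Foxb1 had a peak there in MEFs, on 6 days with NanogN70 and on 1 day with Nanog, and Olig3 on 3 days and 1 day.

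In the NanogN70 path, 2588 CO1 to CO8 regions were open in no Nanog library, and in the Nanog path 139 were open in no NanogN70 library. The 4 of the first kind named by rule were open on all 8 days. They lay in introns of Setd1b (chromosome 5, 123157575 to 123158488, which also overlaps Gm26745), Slc10a7 (chromosome 8, 78624820 to 78625476), Dip2b (chromosome 15, 100040926 to 100042336) and Adam11 (chromosome 11, 102762947 to 102763573), with mean ESC scores of 506, 364, 344 and 278. Of the second kind, regions in introns of Zfhx2 (chromosome 14, 55077532 to 55078332, which also overlaps Gm20687) and AU019990 (chromosome 2, 132599076 to 132599494) were open on 6 days, and regions in introns of Map4 (chromosome 9, 110020457 to 110021086) and Igsf21 (chromosome 4, 140109183 to 140109609) on 5 days.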

Values the study reported

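The study reported 5674 peaks in CO1 to CO8 for NanogBiD and 2735 for NanogWT. It stated that more than 80,000 peaks were in CO9 and that nearly 40,000 were in OC1. Of the early CO peaks, it reported that more than 30% failed to open with NanogWT, and it gave less than 10% for early OC peaks that differed between both systems.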

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

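Apart from the planned comparison without day 3, the tests in this part were chosen after the patterns were seen, and of these only those of the marker promoters and of the chromosome 2 sequence were set out before their own values were known.

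In the NanogN70 day 3 library, 23.3% of the open regions were open in no other library, a signal outside the comparisons of the report. The library also had the highest median pileup (60) at regions with a peak in all 20 libraries, so it may be deeper or hold more reads in peaks. Peaks gained by depth alone would be among the weakest of their library, but here the median pileup of the regions seen in no other library was 12, equal to the median of the library, and 46.3% of them were above it, against 1.23% to 20.2% in the other 19 libraries. This argues against depth as the whole cause. The peak at Nanog exon 2 was present with a pileup of 32, between day 1 (236) and day 5 (16), and the chromosome 2 peak of the NanogN70 path was present too, which argues against a wholly mislabelled library. A candidate explanation is chromatin of another cell type. Some genes next to the strongest of these regions were known from lymphocytes, which is why marker lists were drawn up; the genes seen there were left out of the lists. All 15 T lymphocyte and all 10 general leukocyte promoters had a peak in this library, and of these 25 genes 72% had one on day 3 and not on day 1 or 5, against 9.38% of 32 hepatocyte, neuron, epidermal and erythroid genes. The other 15 time course libraries had peaks at 2 to 5 of the T lymphocyte and 1 to 6 of the leukocyte promoters, MEFs at 5 and 6, and the ESC libraries at 6 to 8 and 4 to 5, so some of these genes are not specific. Promoters of B lymphocyte genes had a peak on day 3 and not on day 1 or 5 in 3 of 10 genes, natural killer cell genes in 2 of 10 and myeloid genes in 0 of 10. MEFs had a peak at 2 of the B lymphocyte, 2 of the natural killer cell and 4 of the myeloid genes. By single list the share was 0 of 8 for hepatocyte genes and 1 of 8 each for neuron, epidermal and erythroid genes, of which MEFs had 1, 6, 2 and 3. The pattern is consistent with some lymphocyte chromatin in the library, by a mixed sample or carry-over between libraries, which these files do not separate. An effect of NanogN70 on day 3 stays open. Of the regions open on day 3 outside MEFs and ESCs, 32.9% were open on day 5, within the range of the other 13 steps between days (22.4% to 70.7%), which is what such an effect calls for, but the regions seen in this library alone are closed on day 5 by definition, so this measure decides nothing for them. Without day 3, the difference at ESC-only regions was 3.96 points (exact permutation test, p = 0.0156). All other days had a positive difference, so this p was fixed in advance and only the size is informative.

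Peaks at Nanog exons 2 to 4 appeared in the time course libraries and in no MEF or ESC library, with a pileup of up to 559 at exon 2 on day 0. A median of 95% of the bases of the 34 peaks lay inside the exon, which is consistent with DNA that has exons and no introns, such as the vector. Some peaks reached into introns, with a lowest value of 43.9% at exon 3, and the limit above which the share was taken to go with the vector was set after the values were seen. The pileup at exon 2 fell 62.1-fold from day 0 to day 12 with Nanog, while the median pileup at the 14217 regions with a peak in all 20 libraries rose from 16 to 24, which argues against a fall in depth. Tn5 tags accessible DNA, so the count depends on how open the vector DNA is as well as on its amount. Loss of vector DNA that had not integrated, and growth of cells with fewer copies, may each lower the count. None of these was told apart here, so the fall need not be a loss of DNA.

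A peak on chromosome 2 occurred only in NanogN70, with a pileup of 208 on day 0. Its sequence aligned to the Ss18 transcript over 184 bases with 97.3% identity, across 2 exon junctions and wholly inside the part of Ss18 present in the fusion. The highest alignment score of 200 random stretches of the chromosome was 14, and that of the peak was 169. A candidate explanation is that reads of the vector were placed at a copy of Ss18, the pseudogene Gm1826. In that case the peak would not be open chromatin. Exon 2 of Ss18 itself, which the match spans, had no peak in NanogN70 on day 0 or 1. Whether its reads were placed at the copy instead was not tested. No biological explanation was tested for the chromosome 2 peak.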

How the results depend on the processing

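Alternatives were chosen before the data were examined, except regions trimmed to their top peak and ESC-open regions called from any of the 3 ESC libraries. The threshold is an unadjusted p of 0.05. The rule that a summit must lie inside a region changes nothing, since in merged regions each summit lies in its own region, and other calls of ESC-open regions cannot change MEF-only or OC regions, which are closed in all ESC libraries. Alternatives that by construction leave a value as it was are not counted.

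The higher share of ESC-only regions with NanogN70 kept its sign under all 19 alternatives that moved it (1.85 to 6.16 points). In 8 of them a day was left out. The difference was positive on all 8 days, so these 8 had to keep the sign and give p = 0.0156 by the exact permutation test. They are therefore no separate support. The difference passed the test in all 19 except after subtraction of the difference at shared regions (1.85 points, exact permutation test, p = 0.305). This subtraction takes a difference between 76.9% and 74.3% from one between 9.55% and 5.10%, so its size is not on one scale. With the same number of peaks in each library the difference was 6.16 points (exact permutation test, p = 0.0312). The cut MEF and ESC lists redefine the regions there, with 19.4% open in NanogN70 and 13.2% in Nanog. When a single ESC replicate was left out it was 4.88 to 5.35.

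The lower share of MEF-only regions with NanogN70 kept its sign under all 17 alternatives that moved it and passed the test in 5. These were the same number of peaks (-10.4 points), 500 bp bins (-4.46), no day 0 (-5.61), subtraction of shared regions (-6.84) and trimmed regions (-4.35). The cause was not tested. The slope difference did not pass the test in any of 18 alternatives (0.13 to 1.19 points per day), and the difference in peak number in none of 10 (168 without day 0 to 8577 without day 8).

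The higher number of CO1 to CO8 regions with NanogN70 kept its sign in all 19 alternatives that moved it (1399 to 3538) and passed the test in none. It was 1399 at a score of at least 100 and 1606 without day 12. The higher number of OC2 to OC9 regions passed it with 500 bp bins (5745, exact permutation test, p = 0.0469) and without day 3 (6672, exact permutation test, p = 0.0469), and was reversed with the same number of peaks in each library (-677). Without day 0 it was 362. The cause was not tested.

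The share of CO1 to CO5 regions failing to open left its main interval with the same number of peaks (21.4%), 500 bp bins (31.2%), no day 8 (37.7%), no day 10 (44.4%), no day 12 (58.8%), any of the Nanog libraries (14.3%) and the reversed lookup (13.7%). For OC2 to OC5 regions failing to close this happened with a score of at least 100 (2.27%), the same number of peaks (10.3%), no day 0 (6.97%), no day 8 (5.42%), no day 12 (11.9%), any of the Nanog libraries (75.0%) and the reversed lookup (0.345%). Under the last rule but one, a region counts as not closed if it had a peak on any day, including those before it closed, which by construction gives a high share. The causes of the others were not tested.

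Motif shares moved with the 100 bp window, which holds more sequence (SOX 39.6%, AP-1 41.7%), and with the reversed consensus (SOX 3.66%, AP-1 2.26%), a sequence of the same composition. With the wide window, SOX and AP-1 were still above all 1000 random lists. The reversed SOX consensus was above 26 of 1000 lists, while the reversed AP-1 consensus was above all of them, so lists matched on GC content do not remove every difference in composition. Peaks at the named loci numbered 104 to 154 under the alternatives. The tests paired libraries by day. Beyond this, no paired analysis was possible because replicate numbers pair no samples, each time course group being a single library. Unknown depth limits all statements about closed regions.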

Other observations

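In this part, the test of the day 12 pair was chosen after the result was seen. The alternatives used to weigh library sensitivity were planned, but what they would show under that explanation was set out after their values were known, and the test of the closest library was set out before its value was known.

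The number of CO9 regions was 38342 with NanogN70 and 45861 with Nanog. Both are lower than the value quoted from the study above. When a region counted as open in ESCs with a peak in any of the 3 libraries, an alternative chosen after seeing the data, CO9 held 69885 regions with NanogN70 and 79105 with Nanog, and CO1 to CO8 held 5422 and 2542.

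More ESC-only regions were open with NanogN70, and libraries that differ in how readily peaks are called might give such a difference without any change in chromatin. After the difference at regions shared by MEFs and ESCs was subtracted, the exact permutation p was 0.305. Other values go against sensitivity as the whole cause. MEF-only regions went the opposite way (-4.24 points, exact permutation test, p = 0.0625), and more so after the same subtraction (-6.84 points, exact permutation test, p = 0.00781), although subtraction of a positive difference lowers this value by construction. With the same number of peaks in each library, the difference was 6.16 points at ESC-only regions (exact permutation test, p = 0.0312) and -10.4 points at MEF-only regions (exact permutation test, p = 0.00781). At a fixed number, fewer peaks at MEF-only regions leave room for more elsewhere. These opposite signs are therefore not separate evidence. The MEF and ESC lists were cut too, so the region sets differ from the main ones. As both corrections lead to different sides of the threshold, the part of sensitivity in the ESC-only difference cannot be told apart from a change in chromatin, since sensitivity at weak and strong regions need not be the same.

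The higher number of CO1 to CO8 regions with NanogN70 could come from the day 12 pair alone, because a region must be open in the last library to count. With the day 12 libraries in place and all others exchanged in every way, the difference stayed at 1538 or more. Without day 12 it was still 1606, with day 10 as the last library. The class rule itself gives the last library this weight, so the contribution of the earlier days cannot be told apart in this design.

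The Nanog day 12 library was closer to the NanogN70 libraries of days 10 and 12 (Jaccard index 0.574 and 0.554) than to any Nanog library, of which day 10 was the closest (0.522), while the other 6 NanogN70 libraries were less close than that. With the same number of peaks in each library its closest library was NanogN70 day 12, with a Jaccard index of 0.583, ahead of NanogN70 day 10 with 0.580. A change of the closest library was the outcome set out beforehand for an effect of peak number, and it took place, but the new closest library was again one of NanogN70, so a part of peak number in the pattern cannot be told apart. Whether late Nanog cells approach the state of NanogN70 cells, or the library was exchanged or mixed, was not tested. The chromosome 2 peak that marks NanogN70 is missing from both paths on day 12. The protocol of the study changes the medium during the time course to that of its ESCs. A medium shared by the late libraries of both paths was not separated from these explanations.

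The SOX consensus was less frequent in CO1 to CO8 regions that failed to open with Nanog (11.8%) than in those that opened (15.9%). An ESRRB consensus was in 16 and 0 regions of these lists, and a joint OCT-SOX consensus in 11 and 0. CO8 made up 2107 of the 3114 regions that failed to open, so these lists also differ in the day of opening.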
